A study of Mus musculus with 48 samples.

How the data were processed

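DNA methylation was measured in colon biopsies of 48 mice, and each animal gave 1 library. Per the labels, 42 animals were of the 129/SvEv strain and 6 were C57BL/6. Genomic DNA of each biopsy was mixed with 20 ng of DNA standards of known methylation, then cut first with SmaI and afterwards with XmaI, per the labels' protocols. Both enzymes recognise CCCGGG. SmaI cuts only where the central CpG is unmethylated and leaves blunt ends, while XmaI cuts the remaining sites and leaves overhangs that are filled in before adapter ligation, so that the first bases of a read tell whether its site was methylated. The labels do not state which aligner, read filter or counting program was used.

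The deposited counts are whole-number reads per SmaI site with the methylated and with the unmethylated end signature, per the file headers, and the deposited total is their sum at each of the 173449 sites. The authors also deposited the methylated reads as a percent of the total, here called raw methylation, and a second percent called adjusted methylation. Comparing both percentages at every site showed that the adjusted values are the raw odds multiplied by 1 factor per library, from 0.733 to 2.917, with 0 and 100 left as they are. The labels name the added standards but do not say that the factor was taken from them. The standards fill 18 further positions of each file and carried 5178 to 99763 reads per library. Per the file headers the positions are those of mouse genome build mm9. In the reference of the same build (NCBIM37, with GENCODE annotation), all 173449 positions carried CCCGGG, out of 173451 such sequences on these chromosomes. Gene, exon, intron and UTR labels and distances to the nearest transcription start came from that annotation. A site was called CpG-island-like if the 500 bp around it had a GC content of at least 50% and an observed to expected CpG ratio of at least 0.6.

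Groups were taken from the labels for strain, microbiome, interleukin 10 genotype, drug treatment and age. There were 9 groups, with 6 animals in each of the 7 groups of 129/SvEv mice and 3 animals in each of the 2 age groups of C57BL/6 mice. The labels give no sequencing batch. The numbers in the deposited file names fall into 6 series, here treated as batches. Untreated wild-type animals fill a pair of series, a and b, each with 3 germ-free and 3 SPF animals. The untreated knockout animals, the treated knockout animals, the treated wild-type animals and the C57BL/6 animals each fill a series of their own. Comparisons of germ-free with SPF animals and of the ages are therefore within series, while every comparison of genotypes or of azoxymethane with no treatment has its groups in different series, so that batch and group cannot be told apart there.

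The total of reads per library ranged from 4622873 to 20302489. The median coverage of sites with at least 20 reads ranged from 129 to 396 reads per library. Reads come from PCR-amplified libraries without molecular identifiers, so coverage states counting error only. For each pair of libraries of a group the deviance of their counts per site was at least 2.046, where sampling noise alone gives about 1. Preparation could also raise this value, so it does not show that libraries came from separate animals. Every library was counted as a separate sample because the animal identifiers in the labels differ within each group.

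Each autosomal site with at least 20 reads in every animal of a comparison was tested with a quasi-binomial logistic model on its methylated and unmethylated counts. The authors' calibration factor entered as a fixed offset on the logit scale, and differences between groups are differences of mean adjusted methylation in percentage points. The test was a two-sided deviance F-test. The Pearson dispersion was moderated across sites by empirical Bayes with a trend in log coverage and was not allowed under 1, with the prior taken from sites with a pooled methylation of 1 to 99%. P-values were adjusted by the Benjamini-Hochberg method over the sites of a comparison. A site was called at an adjusted p under 0.05 with a difference of at least 5 points. Comparisons used only their own groups. Interactions were tested in the same model with 4 groups, and the difference of the differences had to reach 5 points. The model was written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

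Methylation was also averaged over fixed sets of autosomal sites with at least 20 reads in all 48 animals, of which there were 16739. The low-methylated set held the 10512 sites with a mean under 10% over all animals. The age-gain set held 2148 sites called higher in old than in young C57BL/6 mice, and the age-loss set held 1334 sites called lower. Both age sets were tested only in 129/SvEv animals; levels of the C57BL/6 animals, in which the sites were selected, are shown without a test. These averages were compared by two-sided exact permutation tests over all regroupings of the animals. The adjustment was by the Benjamini-Hochberg method within each set. Differences between 2 such differences were tested with 100000 permutations of the residuals of the additive model. With 3 animals against 3 the smallest p is 0.1, and with 6 against 6 it is 0.00216.

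Sites named in the text followed a fixed rule. In each of the microbiome comparisons and the age comparison these were the 3 called sites with the largest gain and the 3 with the largest loss. In each other comparison the called site with the largest gain and that with the largest loss were taken. Only sites at which the animals of both groups did not overlap qualified. Up to 3 sites called in the same direction in all microbiome comparisons were to be added, but there was no such site. Coordinates are 1-based and span the 6 bases of the recognition sequence.

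The grouping, the models, the thresholds, the naming rule and a first set of alternative settings were chosen before the data were examined. This first set held coverage minimums of 10 and 100 reads, all chromosomes, a minimum difference of 10 points, a fit of all 7 groups of 129/SvEv animals, the file-number series as a batch term, leaving out each replicate in turn, leaving out animals with F in their identifier, and limma 3.58.1 in R 4.3.3 on log2 ratios of methylated to unmethylated reads with 0.5 added to both. For averages it also held pooled reads, a mean under 5% and age-gain sites with a gain of at least 20 points and no overlap. Further alternatives were chosen after seeing the data. They were uncalibrated counts and raw levels, a block by the presence of Y-chromosome reads (above 10 RPM of the library), and leaving out the 2 libraries with a calibration factor above 2. The design fixed in advance did not say whether calibrated or uncalibrated values were to be used; calibrated values were chosen before any groups were compared.

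The site test was tested on simulated data with the real coverages. Of 200 sites shifted by 15 points among 18667 sites in the 12 untreated wild-type animals, 168 were called, with 4 false calls. With 3 animals per age group, 158 of 200 were called among 27198 sites, with 7 false calls. Without any shift there were 0 calls in either simulation. Among sites whose pooled methylation was neither very low nor very high, 5.4% and 4.9% then had an unadjusted p under 0.05. That share does not cover the many sites near 0. Every site was simulated with the same spread between animals, which real sites need not share. All 200 sites set to 0 in 1 group were called in both designs, and exchanging the groups changed no p-value. Sites on the sex chromosomes were left out of the main setting because only part of the animals carried Y-chromosome reads.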

Results

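DNA methylation was measured at SmaI sites in colonic mucosa of 48 mice by sequential digestion with SmaI and XmaI and sequencing. The series addresses whether the gut microbiome changes DNA methylation in the mucosa. Germ-free mice, which carry no microbes, were compared with specific pathogen-free (SPF) mice, which carry a gut microbiome. The 42 mice of the 129/SvEv strain fell into 7 groups of 6 animals. These were germ-free and SPF wild type, germ-free and SPF Il10 knockout, germ-free and SPF Il10 knockout given azoxymethane, and SPF wild type given azoxymethane. Il10 encodes the anti-inflammatory cytokine interleukin 10. Azoxymethane is a colon carcinogen and was given at 10 mg/kg in 6 weekly injections. The 6 SPF mice of the C57BL/6 strain comprised 3 animals aged 4 months and 3 animals aged 30 to 33 months.

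Each library held 4622873 to 20302489 reads. Untreated wild-type libraries were the shallowest, with 4622873 to 5980251 reads in germ-free and 4696078 to 6055245 in SPF animals. Untreated knockout libraries held 9502392 to 20302489 reads in germ-free and 9550087 to 11522105 in SPF animals. In azoxymethane-treated animals the totals were 13821103 to 20230317 reads in germ-free knockout, 10401262 to 16757989 in SPF knockout and 11085768 to 15183754 in SPF wild type. The C57BL/6 libraries held 17171532 to 19407478 reads in young and 13845443 to 15718226 in old animals. Between 20162 and 36103 autosomal sites per library had at least 20 reads.

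The targeted gene was examined first. Il10 lies at chromosome 1, 132916422 to 132921551 (mm9), and holds 1 SmaI site, which lies in an intron. That site had 0 to 11 reads per animal. It had 0 to 3 reads in the 6 germ-free wild-type animals, 0 to 2 in the 6 SPF wild-type animals, 0 to 9 in the 6 germ-free knockout animals and 0 to 11 in the 6 SPF knockout animals. The site was below the coverage minimum of 20 reads in all 48 animals, so methylation at Il10 was not detectable at this depth and the knockout labels could not be checked from it.

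DNA standards added to every library gave a background for the comparisons between file-number series. Over 14 standard positions with intermediate levels, raw methylation averaged 46.75% ± 0.92 (SD, n = 6) and 47.65% ± 1.53 (SD, n = 6) in the series of untreated wild-type animals. It averaged 30.34% ± 3.7 (SD, n = 12) in the series of untreated knockout animals. The values were 42.58% ± 3.17 (SD, n = 12) with treated knockout animals, 43.4% ± 2.68 (SD, n = 6) with treated wild-type animals and 40.51% ± 1.05 (SD, n = 6) with C57BL/6 animals. After the authors' adjustment the averages lay between 40.34% and 43.78%. The same standards therefore differed by -16.9 points in raw methylation between untreated knockout and untreated wild-type libraries, and by -1.3 points in adjusted methylation, where the largest SD within a series was 0.52. If the factor was taken from these standards, their closeness after adjustment does not test whether genomic sites were calibrated correctly.

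**Figure D1:**
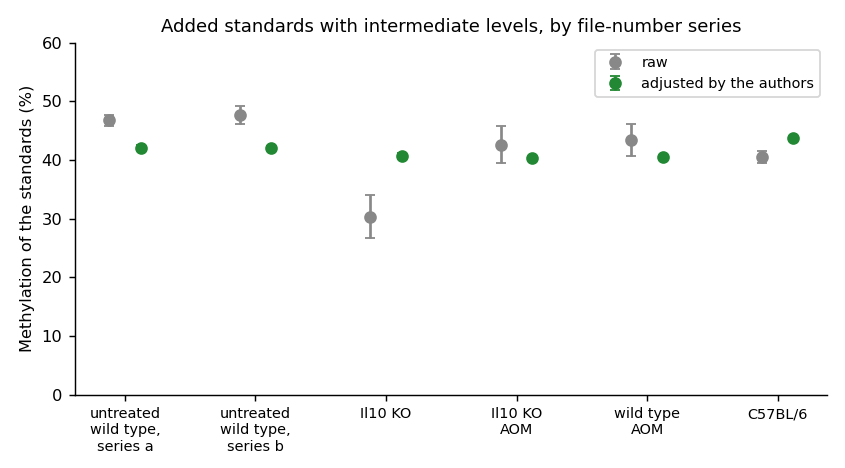
Mean methylation in percent (vertical axis) of 14 added standard positions with intermediate levels, by file-number series (horizontal axis), as raw and as adjusted values; points are means over libraries and bars are SD (6 or 12 libraries per series). The raw mean is 30.34% in untreated Il10 knockout libraries and 46.75% and 47.65% in untreated wild-type libraries, while the adjusted means lie between 40.34% and 43.78%.

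The first comparison asked whether the microbiome altered methylation in untreated wild-type mice. Of 18667 sites tested, 3 were called between germ-free and SPF animals, all lower in SPF. An unadjusted p under 0.05 was found at 1917 sites. With the file-number series as a batch term 2 sites were called. Within each series of 3 against 3 animals 0 sites were called, with an unadjusted p under 0.05 at 1020 sites in series a and at 1143 in series b. The count moved most when SPF replicate 2 was left out, to 31 sites, of which 19 were higher and 12 lower in SPF, so the direction of so few calls is not firm.

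The 3 sites were read at 210 to 777 reads per animal. The site at chromosome 10, 77084507 to 77084512, lies in an intron of Sumo3, at -511 bp from the start of Ube2g2. Its methylation was 25.7% ± 1.6 (SD, n = 6) in germ-free and 13.3% ± 4.5 (SD, n = 6) in SPF animals, with an adjusted p of 0.031 in the site model. A site in a coding exon of Parp3 (chromosome 9, 106378136 to 106378141), at -156 bp from the start of Rrp9, fell from 35.4% ± 3.0 (SD, n = 6) to 23.6% ± 3.4 (SD, n = 6), also with an adjusted p of 0.031. A site in an intron of Zdhhc18 (chromosome 4, 133187801 to 133187806) fell from 13.7% ± 2.4 (SD, n = 6) to 4.0% ± 1.3 (SD, n = 6), with an adjusted p of 0.00056. With the sites of all chromosomes included, only the Zdhhc18 site was called.

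The same comparison in untreated Il10 knockout mice called 2355 of 19916 sites, of which 1275 were higher and 1080 lower in SPF than in germ-free animals. All 12 libraries belonged to 1 file-number series. The median absolute difference at called sites was 13.5 points. The animals of the groups did not overlap at 1490 of these sites, or 63.3%. Sites in CpG-island-like sequence made up 22.3% of the sites higher in SPF and 55.3% of the tested sites that could have been called higher. They made up 1.2% of the sites lower in SPF and 13.2% of those that could have been called lower. Without calibration 2594 sites were called, and the direction of the majority changed, with 1203 higher and 1391 lower. Germ-free knockout animals comprised 3 with and 3 without Y-chromosome reads and the 6 SPF knockout animals all carried them. With the presence of such reads as a block 2441 sites were called, 1166 higher and 1275 lower.

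The sites with the largest gains in SPF knockout animals were a pair in an intron of Srebf2 and a coding-exon site of Mpst. The Srebf2 site at chromosome 15, 82001220 to 82001225, rose from 30.7% ± 18.2 (SD, n = 6; 81 to 188 reads) to 82.6% ± 8.4 (SD, n = 6; 58 to 136 reads), with an adjusted p of 0.00043. Its neighbour at 82001073 to 82001078 rose from 27.7% ± 14.2 (SD, n = 6) to 75.2% ± 6.5 (SD, n = 6). The Mpst site at chromosome 15, 78240661 to 78240666, rose from 15.6% ± 5.1 (SD, n = 6; 121 to 695 reads) to 62.5% ± 26.1 (SD, n = 6; 38 to 79 reads). The largest losses were at an intronic site of Klhl18, an intergenic site and an intronic site of Fam55c. The Klhl18 site at chromosome 9, 110355168 to 110355173, fell from 77.3% ± 14.7 (SD, n = 6; 85 to 380 reads) to 16.9% ± 6.3 (SD, n = 6; 71 to 96 reads), with an adjusted p of 0.00082. The intergenic site at chromosome 5, 148598498 to 148598503, has the start of Flt1 as its nearest, at -60913 bp, and fell from 80% ± 12.8 (SD, n = 6) to 25.3% ± 15.2 (SD, n = 6). The Fam55c site at chromosome 16, 55891074 to 55891079, fell from 73.9% ± 14.5 (SD, n = 6) to 22.2% ± 2.9 (SD, n = 6). Adjusted p-values at the sites without one given here lay between 0.0003 and 0.0019.

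Among knockout mice given azoxymethane, 2556 of 22712 sites were called between germ-free and SPF animals, 1398 higher and 1158 lower in SPF, again within 1 file-number series. The median absolute difference at called sites was 13.1 points. Without calibration 1250 of 2530 called sites were higher. The count moved most with at least 100 reads in every animal, to 1675 sites. The largest gains were in introns of Paqr5, Med27 and Fto. At the Paqr5 site (chromosome 9, 61866494 to 61866499) methylation was 36% ± 4.8 (SD, n = 6; 838 to 1237 reads) in germ-free and 84.3% ± 12.9 (SD, n = 6; 462 to 984 reads) in SPF animals, with an adjusted p of 0.00019. The Med27 site (chromosome 2, 29337460 to 29337465) rose by 45 points and the Fto site (chromosome 8, 94056768 to 94056773) by 41.1 points. The largest losses included the same Klhl18 site, from 68.1% ± 9.0 (SD, n = 6) to 20.5% ± 13.2 (SD, n = 6), and the same intergenic site nearest to Flt1, from 80.2% ± 7.2 (SD, n = 6) to 33.1% ± 16.1 (SD, n = 6). An intronic site of Prdm15 (chromosome 16, 98020129 to 98020134) went from 79.6% ± 9.0 (SD, n = 6) to 34.9% ± 10.1 (SD, n = 6), at 21 to 115 reads per animal.

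Of 19636 sites tested in both knockout comparisons, 2337 were called without and 2216 with azoxymethane. At 1666 sites the call was shared in the same direction, where 133 were expected for independent calls, and at 0 sites in opposite directions. Across the sites called without azoxymethane, the differences of both comparisons had a Pearson correlation of 0.97; sites are not independent replicates. Wild-type and untreated knockout animals shared 1 called site, with 0.176 expected. With 3 called sites in wild type, 1 shared site could not pass a test, so chance was neither shown nor excluded. All 3 had the same sign in knockout animals, and across all sites the differences had a Spearman correlation of 0.46. Wild-type and treated knockout animals shared 0. No site was called in all of the microbiome comparisons.

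**Figure D2:**
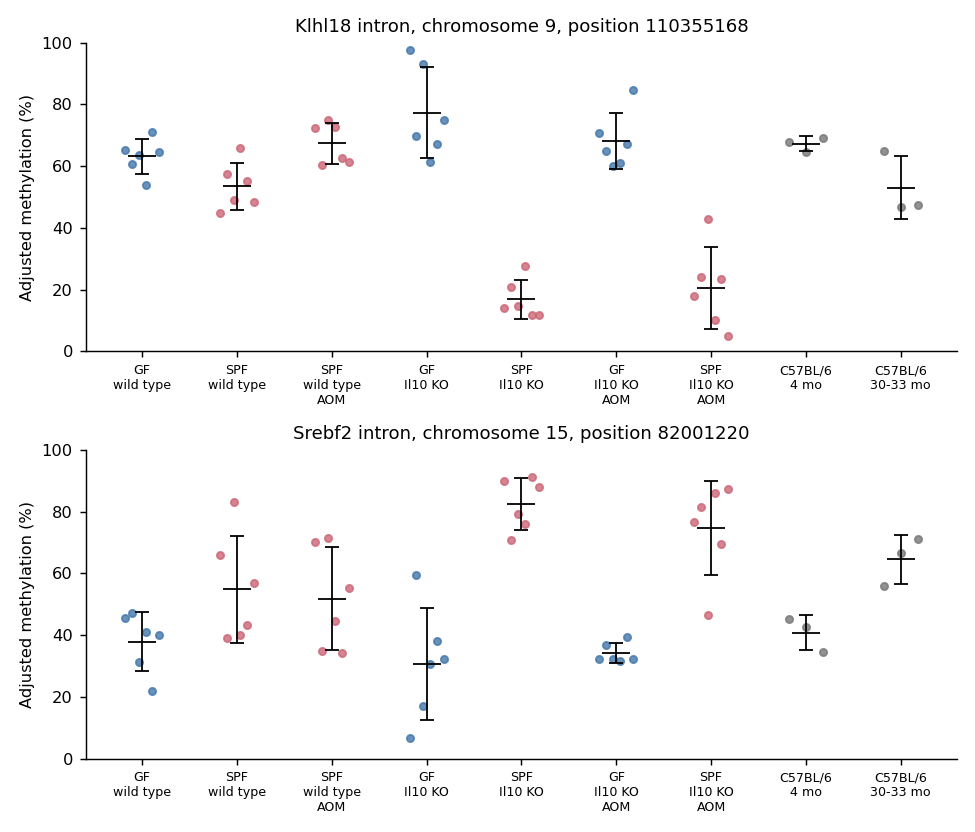
Adjusted methylation in percent (vertical axis) of each animal at the intronic Klhl18 and Srebf2 (chromosome 15, 82001220) sites in the 9 groups (horizontal axis); lines are means and bars are SD (n = 6, or 3 for C57BL/6). At the Klhl18 site, SPF knockout means are 16.9% without and 20.5% with azoxymethane, against 53.4% in SPF wild-type animals.

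Whether the microbiome acted differently by genotype was tested as an interaction in untreated animals. It was called at 37 of 17120 sites, with 28 where the change from germ-free to SPF was more positive in knockout than in wild-type animals and 9 where it was more negative. Without calibration the counts were 17 and 33, so the direction of the majority changed. The genotypes were in different file-number series. Whether it differed with azoxymethane in knockout animals was tested in the same way, and 0 of 19636 sites were called, with an unadjusted p under 0.05 at 535 sites.

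Comparisons of genotypes had their groups in different file-number series, so that batch and genotype cannot be told apart. Under germ-free conditions 157 of 18243 sites were called between knockout and wild type, 133 higher and 24 lower in knockout animals. Without calibration there were 2245 called sites, 11 higher and 2234 lower. In SPF animals 2082 of 17548 sites were called, 1660 higher and 422 lower in knockout animals. Without calibration there were 3199, 104 higher and 3095 lower. With the presence of Y-chromosome reads as a block, 295 sites were called between SPF genotypes, 266 higher and 29 lower. In SPF animals given azoxymethane 1601 of 21785 sites were called, 1132 higher and 469 lower in knockout animals. Without calibration there were 1360, 853 higher and 507 lower.

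**Figure D3:**
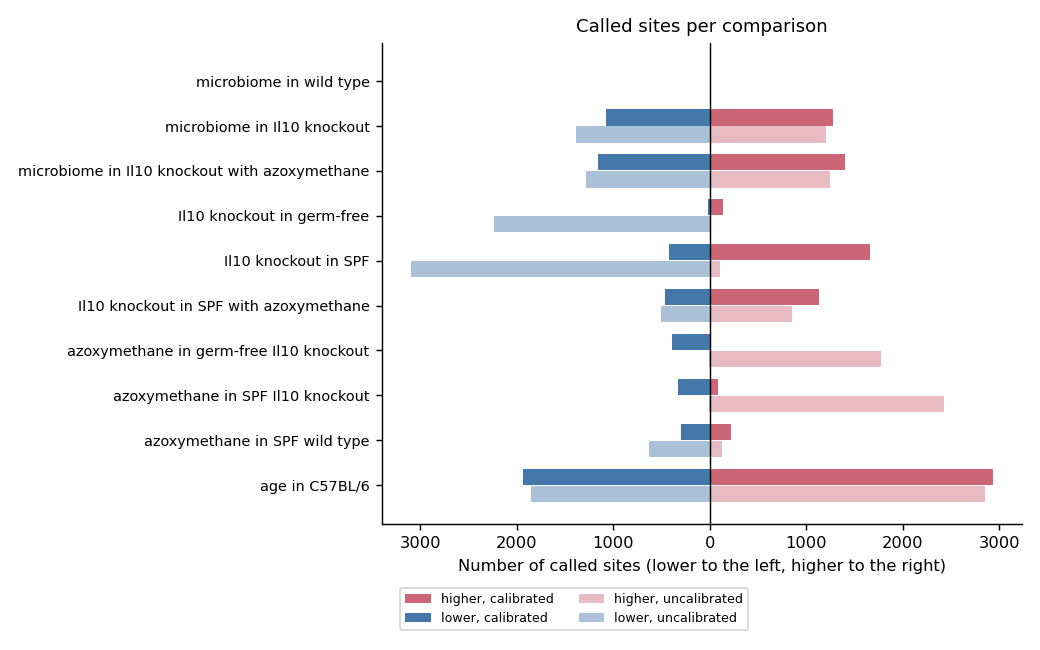
Number of called sites per comparison (horizontal axis, lower to the left and higher to the right of 0), with calibrated and with uncalibrated counts. Azoxymethane in SPF Il10 knockout gave 83 higher and 334 lower sites with calibration and 2427 higher and 13 lower without it, while age gave 2939 higher and 1935 lower with and 2851 higher and 1858 lower without it.

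The largest changes in the genotype comparisons included sites whose level set the untreated wild-type animals, which fill series of their own, apart from the other animals. An intergenic site at chromosome 8, 63702172 to 63702177, at -495 bp from the start of Sh3rf1, showed the largest loss in both untreated knockout comparisons. Its methylation was 95.6% ± 3.7 (SD, n = 6; 42 to 72 reads) in germ-free and 95.6% ± 3.5 (SD, n = 6; 39 to 71 reads) in SPF wild type. It was 23.0% ± 6.2 (SD, n = 6; 211 to 581 reads) and 35.8% ± 2.2 (SD, n = 6; 174 to 286 reads) in the untreated knockout groups. However, it was also low, at 22.3% ± 4.7 (SD, n = 6; 244 to 415 reads), in wild-type animals given azoxymethane. The largest gain in germ-free animals was at an intergenic site at chromosome 4, 3006198 to 3006203, from 60.3% ± 6.6 (SD, n = 6; 25 to 38 reads) to 95.5% ± 3.2 (SD, n = 6; 45 to 71 reads). In SPF animals it was at an intergenic site at chromosome 12, 100883354 to 100883359, from 7.1% ± 4.3 (SD, n = 6) to 51.6% ± 14.1 (SD, n = 6), at 24 to 55 reads. Among animals given azoxymethane the largest gain was at a 3′ UTR site of 2700081O15Rik (chromosome 19, 7497648 to 7497653), from 19.8% ± 3.0 (SD, n = 6) to 68.4% ± 18.7 (SD, n = 6). The largest loss there was at the Klhl18 site, from 67.4% ± 6.7 (SD, n = 6) to 20.5% ± 13.2 (SD, n = 6). Adjusted p-values at these sites ranged from 8.2e-08 to 0.001.

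Azoxymethane was compared with no treatment in 3 settings, all with their groups in different file-number series. In germ-free knockout animals 411 of 20984 sites were called, 17 higher and 394 lower after treatment; without calibration there were 1784, 1777 higher and 7 lower. In SPF knockout animals 417 of 19995 sites were called, 83 higher and 334 lower. Without calibration there were 2440, 2427 higher and 13 lower. In SPF wild-type animals 523 of 18805 sites were called, 224 higher and 299 lower. Without calibration there were 755, 121 higher and 634 lower. The direction of the azoxymethane differences in knockout animals thus depended on whether calibrated or uncalibrated values were compared. An interaction of azoxymethane with genotype in SPF animals was called at 27 of 17376 sites, 4 more positive and 23 more negative in knockout animals. Without calibration it was called at 1589 sites, 1581 more positive and 8 more negative.

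In germ-free knockout animals the largest gain after azoxymethane was at a 3′ UTR site of Mrap (chromosome 16, 90749797 to 90749802), from 46.5% ± 12.3 (SD, n = 6; 87 to 224 reads) to 62.8% ± 2.0 (SD, n = 6; 207 to 835 reads). The largest loss was at an intergenic site at chromosome 15, 29456610 to 29456615, from 54.2% ± 10.4 (SD, n = 6; 34 to 162 reads) to 19.4% ± 6.9 (SD, n = 6; 21 to 72 reads). In SPF knockout animals an intergenic site at chromosome 1, 114453665 to 114453670, rose from 77.0% ± 2.2 (SD, n = 6; 147 to 201 reads) to 96.9% ± 0.7 (SD, n = 6; 270 to 758 reads). An intergenic site at chromosome 5, 122961225 to 122961230, fell from 62.4% ± 7.3 (SD, n = 6) to 32.3% ± 12 (SD, n = 6), at 23 to 86 reads. In SPF wild-type animals the largest gain was at the intergenic site at chromosome 4, 3006198, from 57.1% ± 8.9 (SD, n = 6) to 95.9% ± 1.5 (SD, n = 6). The largest loss was at an intergenic site at chromosome 2, 148875853 to 148875858, from 91.6% ± 4.3 (SD, n = 6; 46 to 72 reads) to 16.9% ± 5.1 (SD, n = 6; 24 to 60 reads). At both of these sites the germ-free wild-type animals of the same series had means of 60.3% and 86.8%, and the means of the treated knockout groups were 94.9% and 97.0% at the chromosome 4 site and 1.5% and 2.0% at the chromosome 2 site. Adjusted p-values at these sites ranged from 3.6e-08 to 0.035.

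Age was compared in C57BL/6 mice within 1 file-number series. Of 27198 sites tested, 4874 were called, 2939 higher and 1935 lower in animals aged 30 to 33 months than at 4 months. Without calibration 4709 were called, 2851 higher and 1858 lower. The animals of both ages did not overlap at 4733 called sites. The largest gains were at sites in the 5′ UTR of Neto1, an intron of Vwc2 and a coding exon of Kctd8, all in CpG-island-like sequence. The Neto1 site (chromosome 18, 86564889 to 86564894) rose from 5.2% ± 1.8 (SD, n = 3; 32 to 44 reads) to 78.1% ± 3.8 (SD, n = 3; 47 to 63 reads). The Vwc2 site (chromosome 11, 11015724 to 11015729) rose from 2.8% ± 0.7 (SD, n = 3) to 66.8% ± 5.9 (SD, n = 3), and the Kctd8 site (chromosome 5, 69732300 to 69732305) from 1.8% ± 1.5 (SD, n = 3) to 63.9% ± 5.7 (SD, n = 3). The largest loss was at an intergenic site at chromosome 18, 8124490 to 8124495, from 89.1% ± 1.3 (SD, n = 3) to 37.2% ± 8.1 (SD, n = 3). It was followed by a 3′ UTR site of Rnf144a (chromosome 12, 26995353 to 26995358), with a difference of -48.9 points, and by an intergenic site at chromosome 7, 128693956 to 128693961, with -48.4 points. Of the sites higher with age 49.0% were CpG-island-like, as were 46.5% of those that could have been called higher. Of the sites lower with age 0.4% were CpG-island-like, as were 12.6% of those that could have been called lower.

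Average methylation of the 10512 low-methylated sites was 0.59% ± 0.05 (SD, n = 6) in germ-free and 0.68% ± 0.07 (SD, n = 6) in SPF wild-type animals, a difference of 0.089 points (exact permutation test, p = 0.0303, adjusted p = 0.0337). Within series a it was 0.06 points (exact p = 0.2) and within series b 0.118 points (exact p = 0.1), where 0.1 is the smallest p possible. In untreated knockout animals it was 0.99% ± 0.07 (SD, n = 6) in germ-free and 1.57% ± 0.11 (SD, n = 6) in SPF animals, and with azoxymethane it was 0.52% ± 0.04 (SD, n = 6) and 0.94% ± 0.1 (SD, n = 6). Both differences, 0.576 and 0.415 points, separated all 6 SPF from all 6 germ-free animals (exact permutation test, p = 0.00216, adjusted p = 0.00309). The knockout groups exceeded the matching wild-type groups by 0.4 points in germ-free, 0.887 in SPF and 0.372 in treated SPF animals, each with the same exact p of 0.00216. After azoxymethane the average changed by -0.466 points in germ-free knockout and by -0.627 in SPF knockout animals (exact p = 0.00216), and by -0.112 in SPF wild type (exact p = 0.0303). On raw levels the genotype difference in germ-free animals became -0.122 points, and the azoxymethane differences in knockout animals became -0.011 and -0.039 points. In untreated SPF animals the raw means were 1.05% ± 0.08 (SD, n = 6) in knockout and 0.84% ± 0.09 (SD, n = 6) in wild type. That genotype difference kept its sign but was much smaller than in adjusted levels. Old C57BL/6 animals averaged 2.82% ± 0.33 (SD, n = 3) and young ones 0.65% ± 0.05 (SD, n = 3). All 3 old animals lay above all young animals, and the exact p of 0.1 is the smallest this design allows.

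**Figure D4:**
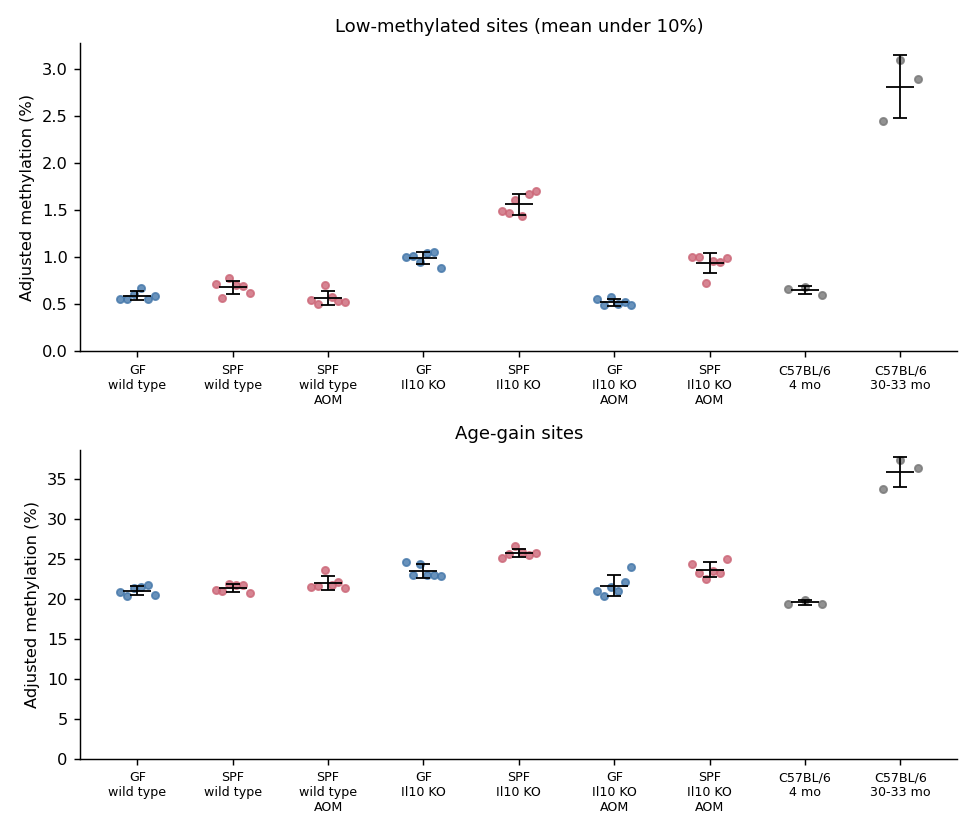
Mean adjusted methylation in percent (vertical axes) of each animal over 10512 low-methylated sites and over 2148 age-gain sites in the 9 groups (horizontal axis); lines are means and bars are SD (n = 6, or 3 for C57BL/6). Low-methylated sites average 1.57% in SPF Il10 knockout animals and 0.99% in germ-free ones; the age-gain sites were selected in the C57BL/6 animals.

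At the 2148 age-gain sites, untreated wild-type animals averaged 21.1% ± 0.56 (SD, n = 6) when germ-free and 21.4% ± 0.48 (SD, n = 6) when SPF, a difference of 0.315 points that did not exceed the spread (exact permutation test, p = 0.31). Untreated knockout animals averaged 23.5% ± 0.82 (SD, n = 6) when germ-free and 25.8% ± 0.49 (SD, n = 6) when SPF, a difference of 2.224 points that separated all 6 from all 6 animals (exact permutation test, p = 0.00216, adjusted p = 0.00487). With azoxymethane the microbiome difference in knockout animals was 2.006 points (exact permutation test, p = 0.0173, adjusted p = 0.026). Of the SPF animals 2 of 6 lay above all germ-free ones. Only replicate 6 of the germ-free animals, at 24.062%, lay above any SPF animal. On raw levels replicate 6 was at 21.917%, while germ-free replicates 3 and 5, at 23.673% and 23.832%, lay above SPF replicate 3, at 23.174%. Between genotypes and treatments most differences changed sign with the calibration. In adjusted levels the knockout groups exceeded wild type by 2.453 points in germ-free and 4.362 points in SPF animals, whereas in raw levels they differed by -3.806 and -1.926 points. Azoxymethane gave -1.843 points in germ-free and -2.06 points in SPF knockout animals in adjusted levels, and 3.475 and 2.923 points in raw levels. In treated SPF animals the sign was kept, and the knockout group exceeded wild type by 1.66 points in adjusted levels (exact permutation test, p = 0.0108, adjusted p = 0.0195) and by 1.307 points in raw levels. In SPF wild type azoxymethane gave 0.642 points in adjusted levels (exact permutation test, p = 0.11) and -0.31 points in raw levels. At the 1334 age-loss sites the largest difference in adjusted levels was -4.437 points for the microbiome in untreated knockout animals (exact permutation test, p = 0.0108), and 0 of 9 comparisons passed adjustment, the smallest adjusted p being 0.0974, while 2 had an unadjusted p under 0.05. In raw levels this microbiome difference was -3.541 points and separated all 6 from all 6 animals (exact permutation test, p = 0.00216, adjusted p = 0.00487). The SD of the germ-free knockout animals at these sites was 3.95 in adjusted and 0.98 in raw levels.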

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

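The comparisons with raw levels or uncalibrated counts for the interactions, and the X-chromosome comparison, were tests chosen only after the results were seen. The results below differed between groups, had 1 sample far from the others, or came from reads outside the main comparisons.

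The microbiome difference was larger in untreated knockout than in untreated wild-type animals. At low-methylated sites the difference between SPF and germ-free animals was 0.487 points larger in knockout animals (permutation test on the residuals of the additive model, adjusted p = 9e-05), with all 6 SPF knockout but 4 of 6 SPF wild-type animals above all germ-free animals of their genotype. At age-gain sites it was 1.909 points larger (permutation test, adjusted p = 0.0017), with 6 of 6 and 2 of 6 SPF animals above all germ-free ones. Per site, 37 interactions were called, and 1 of the 100 relabellings of genotype within germ-free and SPF animals, the real one included, gave as many. Sites at an unadjusted p under 0.05 numbered 1944, and 4 of the 100 relabellings gave as many. Relabelling left the difference between genotypes in the data, where it widens the spread within relabelled groups and can lower their calls. These shares therefore do not test the interaction alone. The calibration was weighed as an explanation. On raw levels the same differences were 0.336 and 1.88 points, in the same direction (permutation p = 0.00045 and 0.00092), so the calibration alone did not account for these averages. Of the 37 sites 20 were also called without calibration, where 50 were called and the direction of the majority changed, with 17 positive and 33 negative, so the calibration was not excluded for the other site calls or for their direction. With a block by the presence of Y-chromosome reads 10 sites were called, 4 positive and 6 negative, against 28 and 9 without the block and with calibration, so the direction of the site calls is not firm. Since both genotypes were sequenced in different file-number series, and no series holds both, a larger response of knockout mice to the microbiome cannot be told apart from a difference between series.

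At low-methylated sites the microbiome difference in knockout animals was smaller with azoxymethane, by -0.161 points (permutation test, adjusted p = 0.036). All 6 SPF animals lay above all germ-free animals both with and without treatment. On raw levels the value was -0.028 points (permutation p = 0.79), so the result depended on the calibration and cannot be told apart from an effect of it.

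The azoxymethane difference in SPF animals differed by genotype by -0.515 points at low-methylated sites (permutation test, adjusted p = 9e-05) and by -2.702 points at age-gain sites (permutation test, adjusted p = 0.00012). All 6 treated knockout animals lay below all untreated ones in both measures. On raw levels the values were 0.164 and 3.233 points, with the opposite sign. Per site 27 interactions were called, as many as in 1 of 100 relabellings. Sites at an unadjusted p under 0.05 numbered 1577, and 7 of the 100 relabellings gave as many. Here too the relabelled data kept the difference between genotypes, so these shares do not test the interaction alone. Of the 27 sites only 12 were also called without calibration, where 1589 were called in all. The calibration is therefore a possible explanation that was not excluded for any of these results, and treatment also coincides with the file-number series in both genotypes. No biological reading is offered.

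Single animals stood apart from the other 5 of their group in 6 of 28 tests of gap over range, where about 1 in 20 groups does so by chance. Replicate 3 of treated SPF knockout had 0.731% at low-methylated sites, against 0.955 to 1.004% in the others. On raw levels it was again the lowest, with 0.777% against 0.993 to 1.216%. Its gap over range of 0.492 was smaller there because replicate 1, with a calibration factor of 0.814, widened the range. Its own factor of 0.938 lay within the range of the others, so the calibration is not offered as the cause, and its 16.76 M reads were the most in its group, which goes against low depth. Replicate 3 of treated SPF wild type had 0.708% at low-methylated sites, against 0.508 to 0.582%, and 23.693% at age-gain sites, against 21.435 to 22.129%. On raw levels its gap over range was 0.056 at low-methylated and 0 at age-gain sites, and its 11.4 M reads were not the fewest of its group. For this animal the calibration factor is a candidate explanation. Replicate 6 of treated SPF knockout had 56.71% at age-loss sites, against 62.724 to 65.029%. It stayed apart on raw levels, with a gap over range of 0.772. It had the fewest reads of its group, 10.4 M, but replicate 2, with 10.82 M reads, had the highest value, 65.029%, which goes against low depth. No biological explanation was tested for single animals.

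The calibration factor itself stood apart in a pair of libraries. It was 1.322 in replicate 6 of treated germ-free knockout, against 0.783 to 0.915 in the others. This library had the fewest reads of the added standards in its group, 69636, but replicate 4 had 71596 and a factor of 0.821, and untreated wild-type libraries with 5178 to 10007 such reads had factors of 0.733 to 0.884, which goes against few standard reads as the cause. It was 0.814 in replicate 1 of treated SPF knockout, against 0.93 to 0.966, and this library had the most standard reads of its group, 87952, which goes against that explanation. Replicates 1 and 3 of untreated germ-free knockout had larger factors, 2.917 and 2.45, against 1.359 to 1.493 in the other 4. A gap over range for single libraries misses such a pair, and no cause was tested for it. No biological explanation was tested.

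Reads on the Y chromosome, which the main comparisons did not use, were above 10 RPM in 28 of 48 animals, at 48.8 to 246.5 RPM, while the other 20 had at most 0.7 RPM. At the lowest depth the lowest of these rates predicts 226 reads, so depth did not explain their absence. Mean X-chromosome methylation was 20.8 to 24.4% in animals with and 38.1 to 47.2% in animals without such reads, a gap of 13.7 points, which goes against misplaced reads. None of the 9 animals with F in their identifier carried Y-chromosome reads, but 8 of the 33 with M also lacked them. What these letters stand for is not stated in the labels. A mixed sex of the animals would go with the gap of 13.7 points. The 8 animals were all those with identifiers starting with C1 or C3 in SPF wild type, C3 in treated SPF knockout and C6 in treated SPF wild type. The other animals of these groups all carried Y-chromosome reads. This goes against exchanges of single samples, while an exchange of whole sets of samples or another meaning of M was not tested. Identifiers in the titles and in the deposited file names differ for the untreated germ-free knockout animals with F. They also differ for a treated SPF wild-type animal among the 8. The titles were followed, and an error of labelling was not excluded for these animals. With Y-chromosome reads were 2 of 6 SPF wild-type animals, 6 of 6 SPF knockout animals and 3 of 6 in each of the germ-free groups.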

How the results depend on the processing

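The alternatives with uncalibrated counts or raw levels, with a block by Y-chromosome reads and without 2 libraries of high calibration factor were chosen after seeing the data. Direction and side of the threshold, or a count within 1.5 times, were kept in 35 of 35 results with at least 10 reads, in 27 of 32 with at least 100 reads, in 12 of 13 with all chromosomes and in 9 of 10 with a mean under 5%. They were kept in 11 of 16 with a minimum difference of 10 points, in 9 of 16 with limma, in 10 of 16 without calibration, in 11 of 19 with raw levels and in 11 of 19 with pooled reads. The block by Y-chromosome reads kept 9 of 13 and the fit of all 7 groups 6 of 9. The series as a batch term kept 1 of 1. Leaving out each replicate kept 39 of 48, and leaving out animals with F kept 2 of 3. Leaving out the 2 libraries with a factor above 2 kept 7 of 9. Age-gain sites with a gain of at least 20 points and no overlap kept 6 of 9. Counts of called sites were judged here by size alone. Shares of higher calls were judged separately, and over the settings 13 reversed, 7 moved and 98 stayed the same. No paired analysis was possible because the labels give animal identifiers and no replicate numbers shared between groups. Several animals of a group share the start of their identifier, such as C4 or C5 in untreated SPF knockout. What it stands for is not stated, and the tests treated these animals as independent. Unless stated, the cause was not tested.

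Across the 12 fits that each left out one replicate, called sites ranged from 1 to 31 for the microbiome in wild type, from 1845 to 2500 in knockout and from 2094 to 2927 in treated knockout animals. For age, 6 such fits gave 4217 to 4747 sites and a difference at low-methylated sites of 2.021 to 2.348 points. The 3 wild-type sites became 1 with all chromosomes and 0 with limma, which found 2102 sites at an unadjusted p under 0.05.

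Uncalibrated counts changed the direction of the majority in the comparisons listed here, except for azoxymethane in SPF wild type, which stayed mostly lower. The share of called sites that were higher went from 54.1 to 46.4% for the microbiome in knockout, from 54.7 to 49.4% in treated knockout, from 84.7 to 0.5% for genotype in germ-free and from 79.7 to 3.3% in SPF animals. It went from 4.1 to 99.6% for azoxymethane in germ-free knockout, from 19.9 to 99.5% in SPF knockout, from 42.8 to 16.0% in SPF wild type, from 75.7 to 34% for the interaction of microbiome and genotype and from 14.8 to 99.5% for that of azoxymethane and genotype. Counts became 2245 and 3199 for genotype in germ-free and SPF animals, 1784 and 2440 for azoxymethane in germ-free and SPF knockout, and 1589 for the interaction of azoxymethane and genotype. With raw levels, low-methylated sites gave -0.122 points for genotype in germ-free and -0.011 and -0.039 points for azoxymethane in germ-free and SPF knockout. Age-gain sites gave -3.806 and -1.926 points for genotype in germ-free and SPF, 3.475 and 2.923 for azoxymethane in germ-free and SPF knockout and -0.31 in SPF wild type. Age-loss sites gave -9.875, -11.897 and -0.303 points for genotype in germ-free, SPF and treated SPF animals and 6.575 and 7.694 for azoxymethane in germ-free and SPF knockout. Added standards shifted by -16.9 points in raw levels between the untreated series, so raw levels carry a shift between series.

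The block by Y-chromosome reads gave 295 sites for genotype in SPF, 242 for azoxymethane in SPF knockout, 10 for the interaction of microbiome and genotype (40% positive, against 75.7%) and 12 for that of azoxymethane and genotype. It gave a share of 47.8% higher for the microbiome in knockout, against 50.0% with all chromosomes, 47.2% in the fit of all 7 groups and 48% without animals with F in their identifier; this near-even split has no firm direction. Leaving out animals with F gave 72 sites for genotype in germ-free. Leaving out the 2 libraries with a factor above 2 gave 432 there, and -1.316 points for azoxymethane at age-gain sites in germ-free knockout, no longer past the threshold.

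The fit of all 7 groups gave 693 sites for genotype in germ-free, 777 for azoxymethane in germ-free knockout and 297 in SPF wild type. With limma there were 472 sites for genotype in germ-free, 896 for azoxymethane in SPF wild type, 3089 for age, and 91 and 111 for the interactions of genotype with microbiome and azoxymethane. A minimum of 10 points gave 98 and 1179 sites for genotype in germ-free and SPF animals, and 265 and 204 for azoxymethane in germ-free and SPF knockout. The site shared by wild type and knockout became 0 with that minimum, with limma and without calibration.

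With at least 100 reads, 1675 sites were called for the microbiome in treated knockout, 183, 272 and 332 for azoxymethane in germ-free knockout, SPF knockout and SPF wild type, and 8 for the interaction of azoxymethane and genotype. In SPF wild type 51.5% were then higher. Fewer sites were tested at that coverage, such as 14185 against 20984 for azoxymethane in germ-free knockout. Whether this alone lowered the counts was not tested.

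Among averages, a mean under 5% gave -0.066 points for azoxymethane in SPF wild type, no longer past the threshold. Pooled reads at age-gain sites gave 2.841 and 1.963 points for the microbiome in untreated and treated knockout and -0.431 and -1.308 for azoxymethane in germ-free and SPF knockout, none past the threshold. They reversed genotype in germ-free, SPF and treated SPF animals (-4.695, -1.882 and -0.972) and azoxymethane in SPF wild type (-2.219). Pooled reads also reversed age-loss differences of genotype in germ-free and SPF (-1.176 and -2.545) and of azoxymethane in SPF knockout (1.384). Age-gain sites with a gain of 20 points brought the microbiome in wild type past the threshold (1.088), and took genotype in treated SPF (2.066) and azoxymethane in germ-free knockout (-1.059) under it. Of the single sites named, 26 values became weaker and 448 kept their call. Besides the reversals, 7 shares of higher calls moved, and on raw levels 2 age-loss differences became stronger, -3.541 points for the microbiome in untreated knockout and -3.9 points for azoxymethane in SPF wild type, both then past the threshold. Shares of higher calls could not be given where 0 sites were called, as for the interaction of microbiome and azoxymethane, with 535 sites at an unadjusted p under 0.05.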

Other observations

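Among the tests below, those that compared calibrated with uncalibrated values, that used a block by Y-chromosome reads for the microbiome calls or for their overlap with age, or that counted sites separating whole series were chosen only after the results were seen.

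Other splits of the same animals were refitted to see how often they gave as many called sites. Of 100 splits for each comparison, the real one included, 3 gave at least the 3 sites of the microbiome comparison in wild type. For untreated and treated knockout, 1 of 100 did so in each, with at most 789 and 938 sites in any other split. For genotype it was 1 of 100 in germ-free, in SPF and in treated SPF animals. For azoxymethane it was 1 of 100 in germ-free knockout and in SPF wild type, and 2 of 100 in SPF knockout, where another split gave 908 sites against 417. For age 1 of the 10 splits did so, and no share under 0.1 is possible. For the interactions with genotype it was 1 of 100 in each, and 100 of 100 for that of microbiome and azoxymethane, which had 0 calls. Relabelled data for the interactions kept the difference between genotypes or treatments, which can lower their calls, so these shares do not test an interaction alone. In wild type, splitting the same animals by file-number series gave 0 sites, with an unadjusted p under 0.05 at 520. The real split gave 1917 such sites, and 1 of 100 splits gave as many, so wild-type differences below the calling threshold were more frequent than in other splits.

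Many more microbiome sites were called in knockout than in wild-type animals, 2355 against 3. Such counts do not measure the size of the response, and 1917 wild-type sites had an unadjusted p under 0.05 in the site model. Tested directly as an interaction, the response differed by genotype at 37 of 17120 sites, and at 10 with a block by Y-chromosome reads. Across all sites the differences of both genotypes had a Spearman correlation of 0.46. The wild-type libraries were shallower, but thinning the knockout libraries to the wild-type totals of 4.62 to 6.06 M reads still gave 1996 called sites. In the knockout comparison a block by Y-chromosome reads gave 2441 and uncalibrated counts gave 2594. Leaving out the 2 libraries with a calibration factor above 2 gave 2637, so none of these accounted for the difference in counts. A larger share of leukocytes in SPF knockout mucosa is a candidate explanation that remained open. Of the listed epithelial marker genes 39.5% and of the listed leukocyte genes 15.7% had a tested site, under the 80% set as a minimum, so the check of marker genes was void. A response of the mucosa itself therefore cannot be told apart from a change in cell composition, or from a difference between the file-number series of both genotypes.

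The direction of 4 of the 6 genotype and azoxymethane comparisons changed with the authors' calibration. Without it the share of higher calls moved by 84.2 points for genotype in germ-free and by 76.4 points in SPF animals, and by 95.5, 79.6 and 26.8 points for azoxymethane in germ-free knockout, SPF knockout and SPF wild type. For genotype in treated SPF animals it moved by 8 points. The calibration factors of both groups overlapped there, but they also overlapped for azoxymethane in SPF wild type (0.733 to 0.863 and 0.776 to 1.026). Overlap of the factors therefore did not by itself account for the small move. The standards differed between untreated knockout and wild-type libraries by -16.9 points in raw levels, more than the largest SD within a series (3.7), which is consistent with a technical shift of whole libraries. In adjusted levels their mean still differed by -1.3 points, more than the largest SD of 0.52, but single standards moved in both directions. The standard position T353_1 had 38.76 to 44.62% in untreated wild-type and 48.07 to 54.59% in untreated knockout libraries. Sla374_1 had 59.16 to 70.63% in the former and 42.47 to 53.25% in the latter. The mean shift was thus smaller after adjustment, and a remaining shift of whole libraries was neither shown nor excluded. Within series the SD of this mean was 0.07 to 0.52 in adjusted and 0.92 to 3.7 in raw levels. If the factor was fitted to these standards, which the labels do not state, their closeness after adjustment was fixed in advance. It then tells nothing about the calibration of genomic sites.

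A hypothesis is that the calibration overcorrects genomic sites. Within file-number series, the mean adjusted methylation of 2939 intermediate sites per animal rose with the log calibration factor (Pearson r = 0.80, Spearman rho = 0.66, 48 animals, permutation p = 1e-05 for both, the smallest that 100000 permutations can give; adjusted p = 8e-05 over 8 relations). Without the 2 libraries farthest from the median, r was 0.64. Within group and series r was 0.81 (permutation p = 0.00014). By series, r was 0.60, 0.80, 0.96, 0.71, 0.55 and 0.46, with permutation p of 0.21, 0.06, 5e-05, 0.015, 0.27 and 0.33. In series b, in that of treated knockouts and in that of C57BL/6 animals the relation rested on 2 libraries, since without them r was -0.08, 0.26 and -0.03. On the logit scale the raw levels of intermediate genomic sites moved by 0.24 per unit of the inverse log factor within series, and those of the standards by 0.83, where 1 would be removed exactly. This may mean that part of the genotype and azoxymethane differences in adjusted levels comes from the calibration, while raw levels retain the opposite error. Neither scale can then settle their direction, and no biological explanation was tested. The microbiome comparison in untreated knockout animals is not exempt, since the series with r of 0.96 holds both of its groups. At intermediate sites the germ-free knockout animals had an SD of 3.94 in adjusted and 1.64 in raw levels.

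Some sites set the untreated wild-type animals apart, a combination of labels that coincides with series a and b. Over 16739 sites, 5 separated all 12 untreated wild-type animals from all 30 other 129/SvEv animals by at least 5 points, while 2 separated knockout from wild type, 2 separated SPF knockout from all other animals and 0 separated treated from untreated animals. Among the 5 were the sites at chromosome 4, 3006198, and chromosome 8, 63702172, and sites in an intron of Anapc5 (chromosome 5, 123246688), between genes (chromosome 17, 64108534) and in a coding exon of Lman1 (chromosome 18, 66151161). Being chosen for this pattern, they were named after their values were seen. The C57BL/6 animals had the level of the other animals at the chromosome 8 site, with 12.2% against 25.2% in those animals and 95.6% in the untreated wild type. A difference between series, such as library preparation or the substrain of the animals, and an effect of the labels cannot be told apart at these 5 sites.

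The SPF genotype comparison fell from 2082 to 295 sites with the block by Y-chromosome reads. Only 2 of the 6 SPF wild-type animals carried such reads, so within the block only these 2 can be set against the knockout animals. Of the 15 ways of marking 2 of the 6 animals, 2 left as few sites, the real one included, with 204 to 1639 sites for the other ways. The median of the other ways was 619. With 15 ways no share under 0.05 can arise, so neither sex chromosome content nor the smaller number of animals compared was excluded as the source of the loss.

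Part of the sites called between germ-free and SPF knockout animals were also called with age, 719 of 2296 in the same and 177 in the opposite direction. Over all 2296 sites 56.3% had the same sign in both comparisons, and the Pearson correlation of the differences was 0.22, so the agreement was weak. For the microbiome in treated knockout animals these values were 52.3% and 0.17. Overlap with age was not particular to the microbiome. Azoxymethane gave 70.6% and 0.36 in SPF wild type, and 38.6% and -0.11 in SPF knockout animals. Of 1252 sites higher in SPF knockout animals and tested for age, 32.1% were also higher in old C57BL/6 mice. In 10000 random sets of sites matched on the methylation of germ-free knockout and of young C57BL/6 animals the mean was 20.8%, with a central range up to 22.7%. Of 1044 sites lower in SPF knockout animals 30.4% were also lower with age, against a mean of 23.9% and a range up to 26.2%. Starting methylation, matched in bins of 10 points, therefore did not account for the excess. Differences within a bin, which matter most among low-methylated sites, were not excluded. Batch did not separate the groups within either comparison, but animals with Y-chromosome reads were more frequent in SPF knockout (6 of 6 against 3 of 6) and in old animals (2 of 3 against 1 of 3). With the presence of such reads as a block in both comparisons, the shares were 28.3% of 1144 higher and 28.5% of 1231 lower sites, against ranges up to 21.2% and 24.8%, so sex chromosome content did not account for the excess. Sites shared in cell types whose share changes with both age and inflammation might give the same overlap above 22.7%, and since that was not tested, the overlap cannot be told apart from it. All 3 sites called for the microbiome in wild type were also lower with age, where 0.246 were expected. An age was recorded only for the C57BL/6 animals. Whether the germ-free and SPF groups differed in age could therefore not be checked, and such a difference was not excluded.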
